# Growth Kinetics, Carbon Isotope Fractionation, and Gene Expression in the Hyperthermophile *Methanocaldococcus jannaschii* during Hydrogen-Limited Growth and Interspecies Hydrogen Transfer

**DOI:** 10.1128/AEM.00180-19

**Published:** 2019-04-18

**Authors:** Begüm D. Topçuoğlu, Cem Meydan, Tran B. Nguyen, Susan Q. Lang, James F. Holden

**Keywords:** *Methanocaldococcus*, RNA-Seq, *Thermococcus*, carbon isotope fractionation, hydrogen, hyperthermophiles, methanogenesis, syntrophs

## Abstract

Hyperthermophilic methanogens are often H_2_ limited in hot subseafloor environments, and their survival may be due in part to physiological adaptations to low H_2_ conditions and interspecies H_2_ transfer. The hyperthermophilic methanogen Methanocaldococcus jannaschii was grown in monoculture at high (80 to 83 μM) and low (15 to 27 μM) aqueous H_2_ concentrations and in coculture with the hyperthermophilic H_2_ producer Thermococcus paralvinellae. The purpose was to measure changes in growth and CH_4_ production kinetics, CH_4_ fractionation, and gene expression in M. jannaschii with changes in H_2_ flux. Growth and cell-specific CH_4_ production rates of *M. jannaschii* decreased with decreasing H_2_ availability and decreased further in coculture. However, cell yield (cells produced per mole of CH_4_ produced) increased 6-fold when *M. jannaschii* was grown in coculture rather than monoculture. Relative to high H_2_ concentrations, isotopic fractionation of CO_2_ to CH_4_ (ε_CO2-CH4_) was 16‰ larger for cultures grown at low H_2_ concentrations and 45‰ and 56‰ larger for *M. jannaschii* growth in coculture on maltose and formate, respectively. Gene expression analyses showed H_2_-dependent methylene-tetrahydromethanopterin (H_4_MPT) dehydrogenase expression decreased and coenzyme F_420_-dependent methylene-H_4_MPT dehydrogenase expression increased with decreasing H_2_ availability and in coculture growth. In coculture, gene expression decreased for membrane-bound ATP synthase and hydrogenase. The results suggest that H_2_ availability significantly affects the CH_4_ and biomass production and CH_4_ fractionation by hyperthermophilic methanogens in their native habitats.

**IMPORTANCE** Hyperthermophilic methanogens and H_2_-producing heterotrophs are collocated in high-temperature subseafloor environments, such as petroleum reservoirs, mid-ocean ridge flanks, and hydrothermal vents. Abiotic flux of H_2_ can be very low in these environments, and there is a gap in our knowledge about the origin of CH_4_ in these habitats. In the hyperthermophile Methanocaldococcus jannaschii, growth yields increased as H_2_ flux, growth rates, and CH_4_ production rates decreased. The same trend was observed increasingly with interspecies H_2_ transfer between *M. jannaschii* and the hyperthermophilic H_2_ producer Thermococcus paralvinellae. With decreasing H_2_ availability, isotopic fractionation of carbon during methanogenesis increased, resulting in isotopically more negative CH_4_ with a concomitant decrease in H_2_-dependent methylene-tetrahydromethanopterin dehydrogenase gene expression and increase in F_420_-dependent methylene-tetrahydromethanopterin dehydrogenase gene expression. The significance of our research is in understanding the nature of hyperthermophilic interspecies H_2_ transfer and identifying biogeochemical and molecular markers for assessing the physiological state of methanogens and possible source of CH_4_ in natural environments.

## Abstract (precis)

Hyperthermophilic methanogens and H_2_-producing heterotrophs are collocated in high-temperature subseafloor environments, such as petroleum reservoirs, mid-ocean ridge flanks, and hydrothermal vents. Abiotic flux of H_2_ can be very low in these environments, and there is a gap in our knowledge about the origin of CH_4_ in these habitats. In the hyperthermophile Methanocaldococcus jannaschii, growth yields increased as H_2_ flux, growth rates, and CH_4_ production rates decreased. The same trend was observed increasingly with interspecies H_2_ transfer between *M. jannaschii* and the hyperthermophilic H_2_ producer Thermococcus paralvinellae. With decreasing H_2_ availability, isotopic fractionation of carbon during methanogenesis increased, resulting in isotopically more negative CH_4_ with a concomitant decrease in H_2_-dependent methylene-tetrahydromethanopterin dehydrogenase gene expression and increase in F_420_-dependent methylene-tetrahydromethanopterin dehydrogenase gene expression. The significance of our research is in understanding the nature of hyperthermophilic interspecies H_2_ transfer and identifying biogeochemical and molecular markers for assessing the physiological state of methanogens and possible source of CH_4_ in natural environments.

## INTRODUCTION

Each year, approximately 1 Pg of CH_4_ is produced globally through methanogenesis, largely by methanogens growing syntrophically with fermentative microbes that hydrolyze biopolymers (1), but little is known about the magnitude or mechanism of methanogenesis through thermophilic H_2_ syntrophy or interspecies H_2_ transfer. Deep-sea hydrothermal vents are known habitats for thermophilic methanogens (2). It was also estimated that 35% of all marine sediments are above 60°C (3), suggesting that these environments likewise provide a large global biotope for thermophiles. Microcosms containing low-temperature hydrothermal fluid as well as an archaeal coculture derived from a high-temperature oil pipeline each produced CH_4_ through interspecies H_2_ transfer at 80°C when supplemented with organic compounds, both without added H_2_ (4, 5). Both showed that CH_4_ was produced from a mixed microbial community consisting of the hyperthermophilic H_2_-producing heterotroph *Thermococcus* and the (hyper)thermophilic, hydrogenotrophic methanogens *Methanocaldococcus*, *Methanothermococcus*, and *Methanothermobacter*.

Molecular and culture-dependent analyses show that *Thermococcus* and thermophilic methanogens are collocated in hydrothermal vents (5–11), waters produced by high-temperature petroleum reservoirs (12–19), and mid-ocean ridge flanks (20). In high-temperature, organic-rich environments, such as petroleum reservoirs, collocated H_2_-producing heterotrophs are the primary source of H_2_ (21), but very little is known about this process at high temperatures or how thermophilic syntrophy affects environmental signals.

In this study, growth and CH_4_ production kinetics, carbon isotope fractionation, and gene expression data were examined together for a hyperthermophilic methanogen under conditions ranging from monoculture growth at high and low H_2_ concentrations to coculture growth with an H_2_-producing partner. The hyperthermophile Methanocaldococcus jannaschii was grown in monoculture in a chemostat under H_2_-replete and H_2_-limited conditions based on previous kinetic experiments (9). It was also grown with the H_2_-producing hyperthermophilic heterotroph Thermococcus paralvinellae using maltose and formate separately as the growth substrates (22). The purpose was to determine if *M. jannaschii* cell yield (amount of biomass produced per mole of CH_4_ produced, or *Y*_CH4_) increases when cultures are shifted from H_2_-replete to H_2_-limited growth conditions and if *Y*_CH4_ remains high or increases further during interspecies H_2_ transfer. This study also examined if interspecies H_2_ transfer stimulates the growth rate or cell yield of *T. paralvinellae* or ameliorates its H_2_ inhibition relative to its growth in monoculture. Furthermore, isotopic carbon fractionation was examined to determine if CH_4_ is isotopically lighter when H_2_ flux is reduced, as previously observed in moderately thermophilic methanogens (23–25). Finally, differential gene expression analysis using transcriptome sequencing (RNA-Seq) was used to determine if changes occur in *M. jannaschii* for the expression of genes for carbon assimilation, CH_4_ production, or energy generation when H_2_ decreases in availability. This study demonstrates the utility of measuring growth kinetic parameters, carbon isotope fractionation, and differential gene expression patterns for two species grown in coculture. The data elucidate how hyperthermophilic methanogens behave in a high H_2_ flux environment, such as those found at some hydrothermal vents, versus a low H_2_ flux environment, such as petroleum reservoirs.

## RESULTS

### Growth parameters for mono- and cocultures.

A summary of the growth conditions is provided in Table 1. In monoculture, the specific growth rate of *M. jannaschii* in the chemostat decreased from 1.04 ± 0.12 h^−1^ (± standard errors) when grown on 80 to 83 μM H_2_ to 0.50 ± 0.09 h^−1^ when grown on 15 to 27 μM H_2_ (Fig. 1A). Cell concentrations in the medium and H_2_ and CH_4_ concentrations in the headspace remained constant throughout growth in the chemostat (see Fig. S1 in the supplemental material). Attempts to grow *M. jannaschii* in coculture with *T. paralvinellae* in the chemostat when either maltose or formate was the energy source, with and without stirring and gas sparging of the medium with CO_2_ and N_2_, were unsuccessful. This was likely due to the open reactor that permits gas to flow out of the reactor without any gas pressure increase. Coculture growth was readily established in sealed bottles that contained 1 atm of gas pressure at room temperature. At 82°C, the gas pressure in the bottle was 1.2 atm, which slowed H_2_ efflux from the growth medium to the headspace. Therefore, the cocultures were grown in sealed bottles with the same volume of medium and headspace as the chemostat. The growth rates of *M. jannaschii* decreased further when it was grown in coculture with *T. paralvinellae* to 0.12 ± 0.01 h^−1^ and 0.22 ± 0.03 h^−1^ when *T. paralvinellae* was grown on maltose and formate, respectively (Fig. 1A). Relative to H_2_ concentrations when *T. paralvinellae* was grown in the bottles in monoculture, nearly all the H_2_ was removed from the coculture bottles and CH_4_ was produced (Fig. S2).

**TABLE 1:** Carbon isotopic composition of CO_2_ and CH_4_ of culture and coculture experiments

Growth condition	Initial H_2_ (aq^*c*^) (μM)	δ^13^C value (‰)			ε_CO2-CH4_ (‰)
		CO_2_ (aq)		CH_4_, *T_f_*	
		*T*_o_	*T_f_*		
*M. jannaschii* only					
Chemostat R1	83	−35.1	−29.0	−55.9	28.5
Chemostat R2	80	−34.6	−28.2	−55.9	29.3
Chemostat R3	80	−35.2	−28.4	−55.8	29.0
Chemostat R4	18	−35.9	−33.3	−75.7	45.9
Chemostat R5	15	−35.7	−31.8	−74.2	45.8
Chemostat R6	27	−35.8	−32.0	−72.5	43.7
Bottle B1	1,200^*a*^	−26.1	+22.6	−32.9	22.1^*b*^
Bottle B2	1,200^*a*^	−26.1	+19.2	−34.2	23.0^*b*^
*M. jannaschii-T. paralvinellae* coculture					
Bottle B3 (formate)	0	−26.7	−22.8	−99.4	85.1
Bottle B4 (formate)	0	−26.7	−23.0	−99.4	84.8
Bottle B5 (maltose)	0	−25.5	−24.4	−91.2	73.5
Bottle B6 (maltose)	0	−25.5	−21.6	−89.0	73.9

a Estimated at 82°C using the Geochemist’s Workbench Standard 10.0 (Aqueous Solutions, LLC, Champaign, Illinois, USA).

b Calculated based on the isotopic compositions of the starting CO_2_, final CO_2_, and accumulated methane.

c aq, aqueous concentration.

**FIG 1:**
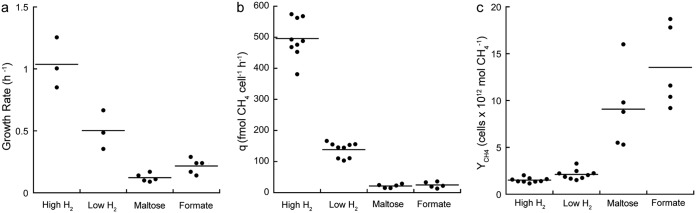
(a to c) Specific growth rate (a), cell-specific CH_4_ production rate (*q*) (b), and cell yield (*Y*_CH4_) (c) for *M. jannaschii* grown in monoculture in the chemostat with high (80 to 83 μM) and low (15 to 27 μM) aqueous H_2_ concentration and grown in coculture with *T. paralvinellae* in bottles using maltose and formate as growth substrates. The horizontal bar represents the mean value.

The cell-specific CH_4_ production rate decreased 3.6-fold when *M. jannaschii* was grown on 15 to 27 μM H_2_ (139 ± 8 fmol cell^−1^ h^−1^) relative to growth on 80 to 83 μM H_2_ (496 ± 21 fmol cell^−1^ h^−1^) (Fig. 1B). The rates decreased further when grown in coculture on maltose (21.3 ± 2.7 fmol cell^−1^ h^−1^) and on formate (24.8 ± 4.3 fmol cell^−1^ h^−1^) (Fig. 1B). However, the growth yields (*Y*_CH4_) for *M. jannaschii* grown in coculture were significantly higher when grown on maltose (9.1 ± 1.9 [×10^12^] cells per mol CH_4_) and formate (13.5 ± 2.0 [×10^12^] cells per mol CH_4_) than growth yields in monoculture on 15 to 27 μM H_2_ (2.1 ± 0.2 [×10^12^] cells per mol CH_4_) and 80 to 83 μM H_2_ (1.5 ± 0.1 [×10^12^] cells per mol CH_4_) (Fig. 1C). Summaries of the growth and CH_4_ production kinetics data for *M. jannaschii* are available in the supplemental material (Fig. S1 and S2 and Tables S1 and S2).

There was no change in the specific growth rate or maximum cell concentration of *T. paralvinellae* when it was grown with or without *M. jannaschii* or with a change in carbon source (Fig. 2A and Fig. S2). The specific growth rates of *T. paralvinellae* grown on maltose in monoculture and in coculture were 0.16 ± 0.01 h^−1^ and 0.22 ± 0.02 h^−1^, respectively, while growth rates on formate in monoculture and in coculture were 0.18 ± 0.05 h^−1^ and 0.16 ± 0.02 h^−1^, respectively (Fig. 2A). Furthermore, when grown on maltose, there was no change in the growth yield (Table S3) or cell-specific acetate production rate of *T. paralvinellae* when grown in monoculture (0.94 ± 0.16 pmol cell^−1^ h^−1^) relative to growth in coculture (1.05 ± 0.15 pmol cell^−1^ h^−1^) (Fig. 2B). However, when grown on maltose, *T. paralvinellae* produced formate (in addition to H_2_ and acetate) when grown in monoculture (0.60 ± 0.18 pmol cell^−1^ h^−1^) but not when grown in coculture (Fig. 2C). The cell-specific H_2_ production rate was higher when *T. paralvinellae* was grown in monoculture on formate (130.9 ± 11.1 fmol cell^−1^ h^−1^) than for monoculture growth on maltose (0.9 ± 0.1 fmol cell^−1^ h^−1^) (Table S3). A summary of the growth and metabolite production kinetics data for *T. paralvinellae* is available in the supplemental material (Fig. S2 and Table S3). There was no growth of *M. jannaschii* when it was incubated in monoculture in medium supplemented with only 0.01% yeast extract or 0.1% sodium formate and 0.01% yeast extract with N_2_:CO_2_ in the headspace. These additions also did not stimulate the growth of *M. jannaschii* in monoculture when an H_2_:CO_2_ headspace was provided.

**FIG 2:**
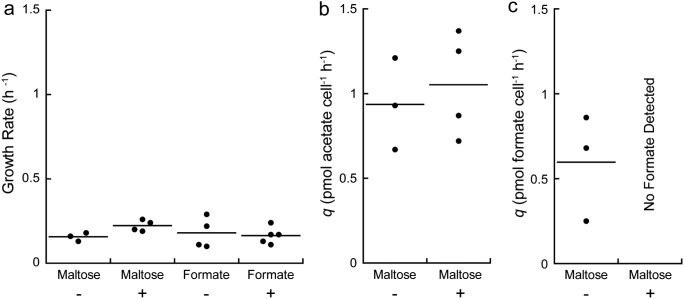
(a) Specific growth rate for *T. paralvinellae* grown in bottles in monoculture (−) and in coculture with *M. jannaschii* (+) on either maltose or formate. (b and c) Cell-specific production rate for acetate (b) and formate (c) for *T. paralvinellae* grown on maltose in monoculture (−) and in coculture with *M. jannaschii* (+). The horizontal bar represents the mean value.

### Carbon isotope fractionation.

The final carbon isotopic composition (δ^13^C_CO2_) values were −24.4 to −21.6‰ in the coculture bottles and −33.3 to −28.2‰ in the chemostat (Table 1). The final δ^13^C_CO2_ values of the *M. jannaschii* monocultures in bottles were +19.2 to +22.6‰, demonstrating a substantial drawdown of the reactant. δ^13^C_CH4_ values became increasingly negative with increasing H_2_ limitation during cell growth. The δ^13^C_CH4_ values in the chemostat were −55.9 to −55.8‰ when *M. jannaschii* was grown on 80 to 83 μM H_2_ and decreased to −75.7 to −72.5‰ when grown on 15 to 27 μM H_2_. The corresponding values for isotopic fractionation of CO_2_ to CH_4_ (ε_CO2-CH4_) increased from 28.5 to 29.3‰ during high H_2_ growth to 43.7 to 45.9‰ during low H_2_ growth (Table 1). Similarly, δ^13^C_CH4_ values became more negative with increasing H_2_ limitation during coculture cell growth. In monoculture with 1.92 atm of initial H_2_ in the headspace at 82°C, the δ^13^C_CH4_ from *M. jannaschii* was −34.2 to −32.9‰ (Table 1). δ^13^C_CH4_ values decreased to −91.2 to −89.0‰ when *M. jannaschii* was grown in coculture with *T. paralvinellae* on maltose and to −99.4‰ when grown in coculture on formate. The corresponding ε_CO2-CH4_ values increased from 22.1 to 23.0‰ during monoculture growth in a serum bottle to 73.5 to 85.1‰ during growth in coculture with *T. paralvinellae* (Table 1).

### Transcriptomic analyses.

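RNA of the hyperthermophilic methanogen M. jannaschii was sequenced in 13 libraries from 4 growth conditions at 82°C. Monocultures were grown in a chemostat with H2 of 80 to 83 μM by the paper's values (3 libraries, replicates 34, 35 and 37; the sample labels give 80 μM) or of 15 to 27 μM (3 libraries, replicates 38, 40 and 42; the sample labels give 15 to 30 μM). Cocultures with the H2-producing heterotroph T. paralvinellae were grown in bottles on 0.5% maltose (3 libraries, replicates 1, 2 and 3) or on 0.1% sodium formate (4 libraries, replicates 4, 6, 7 and 8) and harvested in late logarithmic phase. The coculture medium also held 0.01% yeast extract and added tungstate, iron and nickel, so coculture went together with the vessel, the medium and the phase at harvest, and these libraries cannot separate them. By the paper's methods, rRNA was removed before sequencing, reads were divided between the genomes with BBSplit and ambiguous reads were dropped, and the rest were aligned with STAR 2.5.1b and counted with featureCounts. The strand setting of the counting and the genome build are not given in the sources used here, and the read length differs between the paper and the sample labels. The count table holds whole numbers for 1865 genes of the chromosome and the extrachromosomal elements. Counts assigned to these genes summed to 17949493 to 22224487 per library on high H2, 18208432 to 19894461 on low H2, 4447931 to 5844590 in coculture on formate and 192295 to 287692 in coculture on maltose, whereas the depth in the paper's methods counts reads of both organisms before that division. Each pair of replicate libraries differed by more than the sampling noise of their counts, the closest pair being maltose replicates 2 and 3 with a chi-square of 1.48 per degree of freedom, so none was treated as a copy of another. The counts were TMM-normalized, genes with low counts were removed with filterByExpr, and groups were compared with edgeR's quasi-likelihood test at the paper's thresholds, an adjusted p under 0.01 and an absolute log2FC over 1. Gene lists other than the 2 operons of the paper, the rRNA and tRNA genes and the extrachromosomal elements were composed after the count table was first examined and before any comparison was run. Levels are TMM-normalized CPM, given as mean ± SD over libraries.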

RNA-Seq mapped 1,866 transcripts to the *M. jannaschii* genome. The thirteen samples that span four growth conditions were analyzed based on principal-component analysis (PCA) (Fig. S3A) and *t*-distributed stochastic neighbor embedding (*t*-SNE) (Fig. S3B) results. Pairwise comparisons of *M. jannaschii* grown in monoculture on high and low H_2_ showed up to 12 genes to be differentially expressed (adjusted *P* value of *<*0.01 and log_2_ fold change [|log_2_FC|] of >1) with 1 gene downregulated and 11 genes upregulated during growth on low H_2_ relative to growth on high H_2_ (Table S4). 

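Of 1865 M. jannaschii genes tested with edgeR, 3 rose on low H2 relative to high H2 and none fell. MJ_RS06840 rose 3.29-fold, from 45.7 ± 9.61 CPM (SD, n = 3) on high H2 to 150.2 ± 13.8 CPM (SD, n = 3) on low H2. MJ_RS06835, its neighbor on the same strand with 0 bases between them, rose 2.87-fold, from 52.3 ± 4.75 CPM to 150.1 ± 13.5 CPM, and the signal recognition particle gene MJ_RS05550 was the other gene that passed. The adjusted p from edgeR was 0.00851 for both MJ_RS06840 and MJ_RS06835, with log2FC of 1.72 (SE 0.20) and 1.52 (SE 0.18). At an unadjusted p under 0.05, 282 genes differed, and the DESeq2 Wald test called 11 genes higher and 1 lower at the same thresholds. High-H2 replicate 34, in which rRNA genes took 37.5% of the counts against 49.9% in replicate 35 and 53.7% in replicate 37, weighed on this count. Without it 60 genes passed, 44 higher and 16 lower on low H2, and without any other single library the count was 0.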

Under low-H_2_ conditions, F_420_-dependent methylene-tetrahydromethanopterin (H_4_MPT) dehydrogenase (*mtd*, MJ_RS0555 in the NCBI RefSeq database) gene expression increased 3.5-fold (Fig. 3A). 

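The mtd gene (MJ_RS05555), which encodes the dehydrogenase that takes its electrons from reduced F420, lies on the chromosome from 966335 to 967168 in the coordinates of the count table. Its level was 1354 ± 481 CPM (SD, n = 3) on low H2 and 385 ± 57.5 CPM (SD, n = 3) on high H2, a 3.51-fold difference, and each low-H2 library lay above each high-H2 library. The log2FC was 1.81 (SE 0.35), and with an adjusted p of 0.111 from edgeR it did not pass the threshold. DESeq2, scaling by library totals and a fit of all 13 libraries in 4 groups called mtd higher on low H2 (adjusted p = 2.76e-06, 0.00266 and 0.00374), and over all settings tried the adjusted p of mtd ran from 3.43e-12 to 1.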

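None of 4 genes for the H2-dependent methylene-H4MPT dehydrogenases and the A subunits of methyl-CoM reductase passed the test between low and high H2 with edgeR. The hmd gene (MJ_RS04180) stood at 3510 ± 753 CPM (SD, n = 3) on low H2 and 4047 ± 539 CPM (SD, n = 3) on high H2, with a log2FC of −0.21 (SE 0.35) that turned to 0.08 with scaling by library totals (adjusted p = 0.773 from edgeR). Its paralog hmdX (MJ_RS03820) stood near the bottom of the range, at 16.9 ± 1.54 CPM on low H2 and 30.7 ± 7.46 CPM on high H2 (log2FC −0.87, SE 0.23, adjusted p = 0.248 from edgeR). Between the mcrA genes, that of reductase I (MJ_RS04540) was the more abundant, at 20166 ± 6729 CPM on low H2 and 29005 ± 7247 CPM on high H2 (log2FC −0.52, SE 0.46, adjusted p = 0.573 from edgeR). That of reductase II (MJ_RS00415) stood at 137 ± 30.8 CPM and 185 ± 41.5 CPM (log2FC −0.43, SE 0.24, adjusted p = 0.399 from edgeR). A p over the threshold with 3 libraries in each group does not show that these genes were equal.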

There was no significant change in gene expression for H_2_-dependent methylene-H_4_MPT dehydrogenases (*hmd*, MJ_RS04180; *hmdX*, MJ_RS03820) (Fig. 3B and Fig. S4) or for any of the methyl-coenzyme M (CoM) reductase A I or II genes (*mcrA*, MJ_RS00415 and MJ_RS04540) (Fig. S5) for *M. jannaschii* grown in monoculture on high and low H_2_ in the chemostat. The genes that code for a GTP binding protein (MJ_RS01180), bacteriohemerythrin (MJ_RS03980), radical SAM protein (MJ_RS04390), a signal recognition particle (MJ_RS05550), a transcriptional regulator (MJ_RS06225), and four hypothetical proteins were upregulated on low H_2_, while a gene that codes for a histone (MJ_RS04990) was upregulated on high H_2_ (Table S4).

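Of these named genes, the signal recognition particle gene MJ_RS05550 passed the test on low H2, with 67.2 ± 11.9 CPM (SD, n = 3) against 23.3 ± 1.04 CPM (SD, n = 3) on high H2, a 2.89-fold rise (log2FC 1.53, SE 0.19, adjusted p = 0.00861 from edgeR), a call that was lost without any 1 library except high-H2 replicate 34. The radical SAM protein gene MJ_RS04390 had a log2FC of 1.95 (SE 0.40, adjusted p = 0.14 from edgeR), the bacteriohemerythrin gene MJ_RS03980 one of 1.45 (SE 0.25, adjusted p = 0.0702) and the transcriptional regulator gene MJ_RS06225 one of 1.41 (SE 0.27, adjusted p = 0.111). MJ_RS01180, which the paper names as a GTP binding protein gene and the reference names nucS, had a log2FC of 1.31 (SE 0.34, adjusted p = 0.248 from edgeR). The histone gene MJ_RS04990 stood at 1009.5 ± 299.9 CPM on low H2 and 2638 ± 715 CPM on high H2, with a log2FC of −1.39 (SE 0.38, adjusted p = 0.254 from edgeR). For each of these 6 genes the low-H2 libraries and the high-H2 libraries did not overlap, which was so for 343 of all the genes tested and which chance gives for 10% of genes with 3 libraries against 3. The DESeq2 Wald test called each of them except MJ_RS01180 (adjusted p = 0.0383). MJ_RS05550 ends 22 bases from the end of mtd on the opposite strand, and with the strand setting not given, reads running past either end cannot be told apart.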

**FIG 3:**
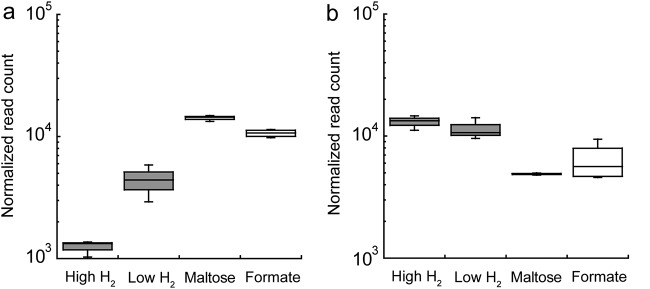
*M. jannaschii* transcript levels (relative log expression [RLE] normalization) for F_420_-dependent methylene-H_4_MPT dehydrogenase (*mtd*, MJ_RS05555) (a) and H_2_-dependent methylene-H_4_MPT I (*hmd*, MJ_RS04180) (b) for each growth condition.

For cocultures grown on maltose, 97% of the reads mapped unambiguously to the *T. paralvinellae* genome and 1.5% mapped to the *M. jannaschii* genome. 

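Transcripts of mtd (MJ_RS05555) and hmd (MJ_RS04180) were detected in every maltose coculture library, with 256 to 459 and 94 to 153 counts. For hmdX (MJ_RS03820) the libraries held 0 to 1 counts, so that its level on maltose could not be measured, since a count of 0 allows up to 15.6 CPM of all counts in replicate 1 and 14.2 CPM in replicate 3, for counting error only. At least 10 counts were reached by 457 to 692 of 1865 genes per library, and 176 to 306 genes had 0 counts. The rRNA genes took 77.6 ± 1.06% (SD, n = 3) of the counts, which left 44053 to 60884 counts per library for all other genes. A difference in a gene of low expression was therefore not detectable in these libraries unless it was large.

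**Figure D1:**
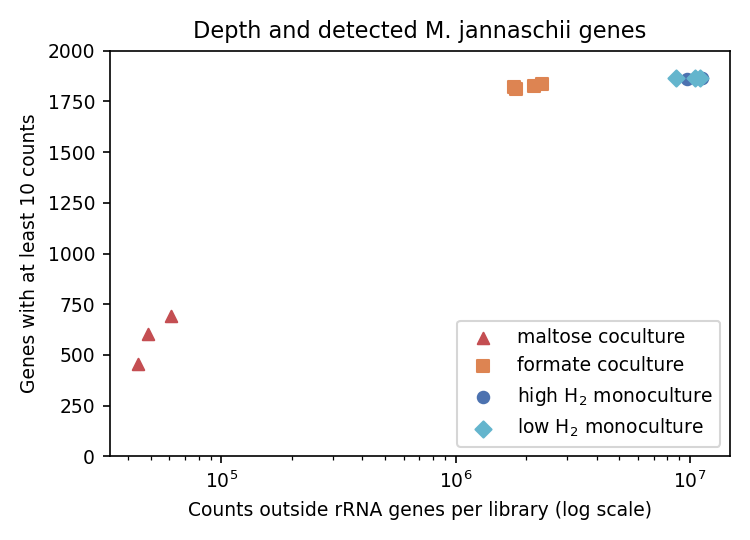
Genes with at least 10 counts in each of the 13 libraries against the counts outside rRNA genes per library, on a log axis, with 1 point per library. The 3 maltose coculture libraries lie at 44053 to 60884 counts and 457 to 692 genes, to the left of and below all others.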

For cocultures grown on formate, 67% of the reads mapped unambiguously to the *T. paralvinellae* genome and 29% mapped to the *M. jannaschii* genome. These proportions generally matched the proportions of *T. paralvinellae* and *M. jannaschii* cells in each coculture type based on cell concentration estimates (Fig. S2). 

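In the formate coculture libraries mtd (MJ_RS05555) had 10100 to 13409 counts and hmdX (MJ_RS03820) 39 to 52, and 1811 to 1838 of the genes reached 10 counts. The rRNA genes took 62.0 ± 4.25% (SD, n = 4) of the counts on formate, which left 1770678 to 2328156 counts outside them. Their share was 47.0 ± 8.48% (SD, n = 3) on high H2 and 47.6 ± 7.45% (SD, n = 3) on low H2. Over the cocultures as a whole it was 68.7%, against 47.3% over the monocultures (exact two-sided permutation test, p = 0.00117, the smallest p that 7 libraries against 6 allow), and between maltose and formate the difference of 15.6 percentage points had p = 0.0571 by the same exact test, again the smallest it allows. Since rRNA was removed before sequencing, these shares show what the removal left and not the rRNA content of the cells. In coculture, rRNA reads can also be shared with the partner's.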

Merged pairwise comparisons of *M. jannaschii* gene expression for cultures grown in monoculture and *M. jannaschii* grown in coculture with *T. paralvinellae* showed up to 338 genes to be differentially expressed (adjusted *P* value of *<*0.01 and |log_2_FC| of >1) with 146 upregulated genes and 192 downregulated genes when grown in coculture relative to growth in monoculture on high and low H_2_ (Table S5). However, we cannot rule out the possibility that some of these gene expression changes are caused by the switch from the chemostat to bottles.

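Of 1848 genes tested with edgeR, 157 rose and 180 fell in the 7 coculture libraries relative to the 6 monoculture libraries. After MJ_RS03480, the protein-coding gene with the largest rise was MJ_RS06850, at 2980 ± 511 CPM (SD, n = 7) in coculture against 340 ± 151 CPM (SD, n = 6) in monoculture, an 8.74-fold rise. MJ_RS09330 rose 8.40-fold and the radical SAM protein gene MJ_RS04390 rose 7.52-fold, and their ends overlap on opposite strands. With the strand setting not given, it is not known whether reads across the short overlap were assigned to 1 of them. The gene wtpA (MJ_RS06330), for the binding protein of a tungstate transporter, fell 6.26-fold from 132 ± 18.9 CPM to 26.5 ± 19.4 CPM. Only the coculture medium was amended with tungstate, which these libraries cannot separate from coculture. Nitrogen assimilation had 2 of its 6 listed genes lower (1 without high-H2 replicate 37) and none higher, among them glutamine synthetase (glnA, 3.19-fold lower), and of 19 CRISPR-Cas genes 2 rose, with cas2 4.37-fold higher, and 4 fell, with cas3 (MJ_RS02015) 4.00-fold lower. The genes called here include 312 of the authors' deposited 338, all in the same direction, and 25 that theirs does not hold. The cocultures were also the libraries with the higher share of rRNA counts. The split of the calls depended on the scaling. The share of calls that were higher in coculture was 46.6% with TMM, and 48.1% with TMM after rRNA and tRNA genes were removed. With library totals, which include the rRNA counts, it was 2.70% (21 higher and 757 lower), and the median log2FC of all genes was −0.90 in place of −0.05. Under library totals a higher share of rRNA by itself lowers the level of every other gene. glmTreat, which tests against the fold limit itself, called 45 genes, and the maltose cocultures alone gave 88.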

F_420_-dependent methylene-H_4_MPT dehydrogenase (*mtd*, MJ_RS05555) gene expression was upregulated 4.3-fold in coculture relative to that of *M. jannaschii* grown under monoculture conditions (Fig. 3A). In contrast, gene expression of H_2_-dependent methylene-H_4_MPT dehydrogenases (*hmd*, MJ_RS04180; *hmdX*, MJ_RS03820) were both downregulated 2.1-fold in *M. jannaschii* grown in coculture relative to that of *M. jannaschii* grown in monoculture (Fig. 3B and Fig. S4). 

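In coculture mtd stood at 2627 ± 386 CPM (SD, n = 7) against 601 ± 420 CPM (SD, n = 6) in monoculture, a 4.36-fold rise, and each coculture library lay above each monoculture library. The log2FC of mtd (MJ_RS05555) was 2.13 (SE 0.36, adjusted p = 0.000152 from edgeR). The call was lost with library totals (log2FC 1.06, adjusted p = 0.0104) and with glmTreat.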

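The hmd gene (MJ_RS04180) fell 2.11-fold in coculture, to 1239 ± 401 CPM (SD, n = 7) from 2623 ± 467 CPM (SD, n = 6). Its log2FC was −1.08 (SE 0.22, adjusted p = 0.000627 from edgeR). For hmdX (MJ_RS03820), at 5.96 ± 4.26 CPM against 16.5 ± 6.21 CPM, the log2FC of −0.97 (SE 0.27, adjusted p = 0.00692 from edgeR) passed the limit on p but was a 1.96-fold difference, under the fold limit. DESeq2 (log2FC −1.05) and TMM replaced by DESeq2's size factors (log2FC −1.01) called hmdX lower. For hmd the call was lost with the formate cocultures alone (log2FC −0.93, adjusted p = 0.0109), against low H2 alone (log2FC −0.98) and with glmTreat.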

There was no change in gene expression for the methyl-CoM reductase I and II genes (Fig. S5). 

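Neither mcrA gene, whose products are subunits of the methyl-CoM reductases, passed the test in coculture. For reductase I (MJ_RS04540), 21205 ± 3996 CPM (SD, n = 7) in coculture stood against 17092 ± 5692 CPM (SD, n = 6) in monoculture (log2FC 0.31, SE 0.26, adjusted p = 0.337 from edgeR). For reductase II (MJ_RS00415), 107 ± 31.1 CPM stood against 112 ± 30.4 CPM (log2FC −0.05, SE 0.19, adjusted p = 0.838 from edgeR). The sign of the MJ_RS04540 difference turned with library totals (log2FC −0.60), and that of MJ_RS00415 turned against low H2 alone (log2FC 0.18).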

Gene expression for a hypothetical protein with a predicted RNA-binding domain (MJ_RS03480) showed a 22.5-fold increase in cocultures relative to monocultures (Fig. S6). 

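MJ_RS03480 lies on the chromosome from 586132 to 586365 and had the largest log2FC of the genes tested between coculture and monoculture. It stood at 2927 ± 689.9 CPM (SD, n = 7) in coculture and 129.8 ± 66.7 CPM (SD, n = 6) in monoculture, a 22.6-fold rise, with each coculture library above each monoculture library. The log2FC of MJ_RS03480 was 4.50 (SE 0.34, adjusted p = 1.4e-07 from edgeR).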

Expression of 6 of the 9 *M. jannaschii* genes that code for a V-type ATP synthase (MJ_RS01130 to MJ_RS01165 and MJ_RS03255) were downregulated when cultures were grown in coculture relative to expression in *M. jannaschii* grown in monoculture (Fig. 4). Similarly, expression of 14 genes in a putative operon for membrane-bound, ferredoxin-dependent hydrogenase was also downregulated in *M. jannaschii* cultures grown in cocultures relative to cultures grown in monoculture (Fig. 4). These genes include Eha subunits A and B (MJ_RS02795 to MJ_RS02800), an oxidoreductase (MJ_RS02755), a dehydrogenase (MJ_RS02765), and a catalytic subunit (MJ_RS02730).

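Of the 9 ATP synthase genes listed here, 6 fell in coculture at the thresholds and none rose, and 6 fell when adjusted over the list alone. MJ_RS01155 fell 3.28-fold, from 296 ± 70.8 CPM (SD, n = 6) in monoculture to 100.2 ± 46.5 CPM (SD, n = 7) in coculture. MJ_RS01150 fell 2.63-fold and MJ_RS01135 fell 2.50-fold, and the others that passed were MJ_RS01145, MJ_RS01160 and ahaH (MJ_RS01165). The log2FC of MJ_RS01130 was −0.88, of MJ_RS01140 −0.87 and of MJ_RS03255 −0.95, with adjusted p of 0.00196, 0.00131 and 0.00192 from edgeR, so these 3 genes missed the fold limit. The median log2FC of the list was −1.11, and as a set the genes were lower than other genes by camera (adjusted p = 0.000137 with a preset correlation, and adjusted p = 0.617 with an estimated correlation). Since the study reported the list from these same samples, its count is not independent evidence of its direction. By edgeR 0 genes of the list passed with the maltose cocultures alone, where 7 were lower at an unadjusted p under 0.05, and 0 passed with glmTreat, where 3 were. The count was 5 to 8 when single libraries were left out.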

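Of the 14 listed genes of the hydrogenase operon, 12 fell in coculture and none rose, and 13 fell when adjusted over the list alone. The study reported this list from these same samples, so its count is not independent evidence of its direction. MJ_RS02785 fell 4.88-fold, from 111 ± 52.4 CPM (SD, n = 6) in monoculture to 23.2 ± 12.3 CPM (SD, n = 7) in coculture, and MJ_RS02805 fell 4.75-fold, from 299 ± 118 CPM to 74.9 ± 42.9 CPM. Coculture and monoculture libraries overlapped in these genes, as in all of the 14 except MJ_RS02780, which fell 4.12-fold. The median log2FC of the 14 genes was −2.02. By camera the set was lower than other genes (adjusted p = 0.000137 with a preset correlation, and adjusted p = 0.617 with an estimated correlation). DESeq2 called all 14 genes lower. By edgeR 0 genes of the operon passed with the maltose cocultures alone, where the median log2FC was −1.77 and 8 were lower at an unadjusted p under 0.05, and 2 passed with glmTreat. A filter of at least 10 counts in every library left 0 of the 14 genes to test. Between low and high H2 in the chemostat 0 of the 14 passed with edgeR or DESeq2 with all 6 libraries, and 7 were lower at an unadjusted p under 0.05. Without high-H2 replicate 34, 2 of the 14 passed with edgeR. All 14 log2FC lay below 0 with TMM (median −0.91), and 11 did with library totals (median −0.44). By camera the adjusted p there was 3.17e-05 with a preset correlation and 0.728 with an estimated correlation.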

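Among these subunits, MJ_RS02795 fell 3.15-fold in coculture, from 168 ± 72.6 CPM (SD, n = 6) to 60.6 ± 23.6 CPM (SD, n = 7), and MJ_RS02800, which the reference names ehaA, fell 2.98-fold, from 146 ± 62.1 CPM to 55.7 ± 19.4 CPM. The oxidoreductase gene MJ_RS02755 fell 4.04-fold, from 292 ± 198 CPM to 72.6 ± 18.1 CPM, and the dehydrogenase gene MJ_RS02765 fell 4.08-fold, from 163 ± 88.4 CPM to 43.7 ± 12.7 CPM. The adjusted p from edgeR was 0.00069 for MJ_RS02795, 0.000877 for MJ_RS02800, 0.000305 for MJ_RS02755 and 0.000112 for MJ_RS02765. For the catalytic subunit gene MJ_RS02730 the log2FC was −1.16 (SE 0.39, adjusted p = 0.0188 from edgeR), which did not pass, as was so for MJ_RS02745 (log2FC −1.22, adjusted p = 0.0273 from edgeR).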

**FIG 4:**
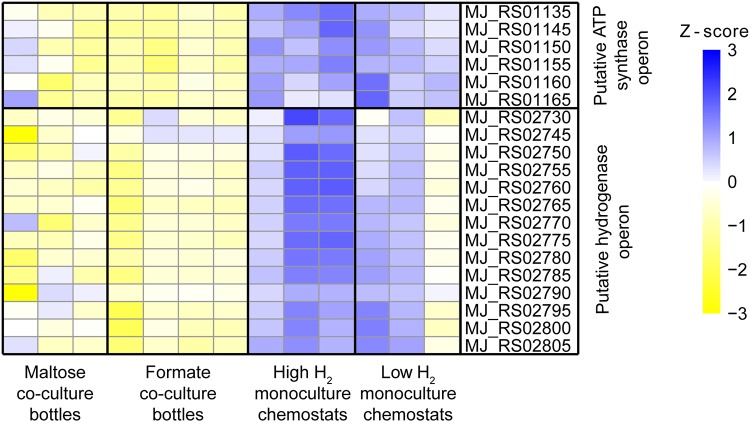
Differential gene expression analysis and RNA-Seq heat map for the *M. jannaschii* putative ATP synthase operon (MJ_RS01135 and MJ_RS01145 to MJ_RS01165) and the *M. jannaschii* putative hydrogenase operon (MJ_RS02730 and MJ_RS02745 to MJ_RS02805) for each growth condition.

## DISCUSSION

Microorganisms in nature live in complex communities and biogeochemically impact their environment through interspecies metabolic interactions. Most of what is known about the kinetics and physiology of methanogenesis at various H_2_ concentrations and in coculture comes from studies of the thermophile Methanothermobacter thermoautotrophicus and the mesophile Methanococcus maripaludis. Growth rates of both organisms decreased when they were H_2_ limited relative to H_2_-replete growth. However, growth yields (*Y*_CH4_) increased when the cultures were H_2_ limited (26–28). Prior to this study, growth yields had not been measured for any methanogen during interspecies H_2_ transfer or for any hyperthermophilic methanogens under various H_2_ concentrations.

To determine *M. jannaschii* metabolism and kinetics under H_2_-replete and H_2_-limited growth conditions, as defined in a previous study (9), continuous growth in chemostats was established. The decrease in specific growth rate and cell-specific CH_4_ production rate of *M. jannaschii* when grown in monoculture under H_2_-limited conditions show that growth and methanogenesis rates are limited by H_2_ concentration. This trend continued when *M. jannaschii* was grown in coculture with *T. paralvinellae*, suggesting that interspecies H_2_ transfer led to further H_2_ limitation of methanogenesis. However, the cell yield for *M. jannaschii* increased when the cells were grown in coculture relative to growth in monoculture. This is consistent with previous studies that show higher cell yields for *M. thermoautotrophicus* and *M. maripaludis* upon H_2_ limitation, but there is no consensus on a physiological explanation (26–28). During methanogenesis, methyl-H_4_MPT is either converted to methyl-CoM for production of CH_4_ and energy generation on the cytoplasmic membrane or to acetyl-CoA for biosynthetic reactions (Fig. 5). Depending on the H_2_ concentration, hydrogenotrophic methanogens decide between maximum growth rate and maximum growth yield. This pattern can be explained by the rate-yield trade-off, which creates two divergent ecological strategies, namely, (i) slow growth but efficient metabolism and high yields when resources are scarce, and (ii) fast growth but inefficient metabolism and low yields upon rich resources. The rate-yield trade-off is suggested to be integral to evolution and the coexistence of species (29). It was proposed previously but not demonstrated that syntrophic growth of methanogens with a fermentative partner is optimized for cell yield rather that growth rate (27). In this study, *M. jannaschii* grew and produced CH_4_ solely on the H_2_ produced by *T. paralvinellae*, and the cell yield of *M. jannaschii* increased in coculture compared to that of growth in monoculture.

**FIG 5:**
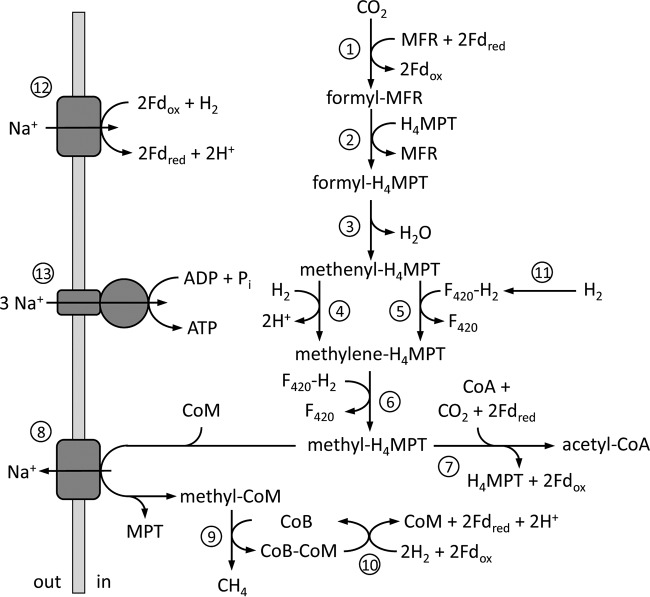
General metabolic pathway for *M. jannaschii*. The enzymes are (1) formylmethanofuran dehydrogenase, (2) formylmethanofuran:H_4_MPT formyltransferase, (3) cyclohydrolase, (4) H_2_-dependent methylene-H_4_MPT dehydrogenase (Hmd), (5) F_420_-dependent methylene-H_4_MPT dehydrogenase (Mtd), (6) methylene-H_4_MPT reductase (Mer), (7) CO dehydrogenase/acetyl-CoA synthase, (8) methyl-H_4_MPT:CoM methyltransferase, (9) methyl-CoM reductase (Mcr), (10) hydrogenase-heterodisulfide reductase complex, (11) F_420_-dependent hydrogenase, (12) membrane-bound ferredoxin-dependent hydrogenase, and (13) membrane-bound ATP synthase. MFR, methanofuran; H_4_MPT, tetrahydromethanopterin; F_420_, electron carrier coenzyme F_420_; CoA, coenzyme A; CoM, coenzyme M; CoB, coenzyme B; and Fd, electron carrier ferredoxin.

*Thermococcus* species use maltose for biosynthesis and energy generation that yields acetate and CO_2_ as well as H_2_ and a proton/sodium-motive force via a membrane-bound hydrogenase (30, 31). However, they are auxotrophic for certain amino acids that must be supplied from the environment (32, 33). *T. paralvinellae* increased gene expression of a membrane-bound formate hydrogenlyase operon and produced formate when inhibited by exogenous H_2_, suggesting that it converts H_2_ to formate when H_2_ is inhibited (22). *T. paralvinellae* also separately used formate as an energy source in the absence of maltose, produced H_2_, and generated a proton/sodium-motive force but required 0.01% yeast extract in the growth medium (22). Consequently, the cell-specific H_2_ production rate was ∼100-fold higher when cultures were grown on formate.

Morris et al. (34) defined microbial syntrophy as obligately mutualistic metabolism and included coculture growth between the hyperthermophilic H_2_ producer Pyrococcus furiosus and various hyperthermophilic methanogens, including *M. jannaschii*, as an example based on increased cell concentrations of both organisms in coculture relative to each in monoculture (35). Unlike *T. paralvinellae*, P. furiosus lacks formate hydrogenlyase as a mechanism to overcome H_2_ inhibition (36) and may be more dependent upon syntrophy to ameliorate H_2_ inhibition. In this study, when *T. paralvinellae* was grown with *M. jannaschii*, growth in coculture did not stimulate the growth rate, growth yield, or maximum cell concentration of *T. paralvinellae*. This suggests the relationship between *T. paralvinellae* and *M. jannaschii* is not obligately mutualistic and therefore more accurately represents interspecies H_2_ transfer rather than syntrophy. However, there was no formate production when *T. paralvinellae* was grown in coculture on maltose with *M. jannaschii*, and *M. jannaschii* cannot grow on formate (37 and this study), so *M. jannaschii* does appear to ameliorate H_2_ inhibition in *T. paralvinellae* when grown in coculture.

It was shown previously that the fractionation of carbon isotopes between CO_2_ and CH_4_ increased with decreasing concentrations of H_2_ availability or, more accurately, with decreasing Gibbs energy for the methanogenesis reaction (23). The ε_CO2-CH4_ fractionation factor for the thermophile Methanothermobacter marburgensis increased from 22 to 39‰ at high H_2_ concentrations to 58 to 64‰ at limiting H_2_ concentrations (23, 24). It was proposed that variations in the carbon isotopic fractionation factor are controlled by the extent of reversibility of the methanogenesis pathway, which was proposed to increase with decreasing Gibbs energy availability (23). In this study, the CH_4_ produced was isotopically more negative and the ε_CO2-CH4_ fractionation factor increased when *M. jannaschii* was grown in the chemostat with low H_2_ relative to high H_2_ conditions. Similarly, in bottles, CH_4_ was isotopically more negative and ε_CO2-CH4_ was much larger when *M. jannaschii* was grown in coculture with *T. paralvinellae* than when it was grown in monoculture with an initial estimated aqueous H_2_ concentration of 1.2 mM. The most negative CH_4_ in this study was produced when *M. jannaschii* was grown in coculture and H_2_ fluxes are presumably at their lowest rates.

Previous studies showed that during CO_2_ fixation and methanogenesis (Fig. 5) in *M. thermoautotrophicus* and *M. maripaludis*, gene expression for H_2_-dependent methylene-H_4_MPT dehydrogenase (*hmd*) decreased while expression of cofactor F_420_-dependent methylene-H_4_MPT (*mtd*) increased when growth was H_2_ limited relative to that of H_2_-replete growth (27, 28, 38). It was suggested that the Mtd reaction is the more reversible of the two methylene-H_4_MPT dehydrogenase reactions, which facilitates enhanced carbon isotope fractionation by methanogenesis pathway reversal in these methanogens under H_2_-limited conditions (23). The proteome of *M. jannaschii* contained a lower abundance of Hmd and higher abundances of Mtd and four flagellar proteins in early logarithmic growth phase when grown in batch phase under H_2_-limited conditions than under H_2_-replete conditions, but both Hmd and Mtd were found at high relative abundances in late logarithmic growth phase when grown under H_2_-replete conditions (39). During H_2_ syntrophy, the *M. thermoautotrophicus* proteome had more Mtd and less Hmd than were seen with monoculture growth under H_2_-replete conditions (40). There were no significant changes in gene expression or protein abundance for Hmd and Mtd in *M. maripaludis* during H_2_ syntrophy relative to that of an H_2_-limited monoculture (41).

In this study, RNA-Seq was used to determine changes in gene expression profiles in *M. jannaschii* for carbon assimilation, CH_4_ production, and energy generation pathways when there were changes in H_2_ availability. When *M. jannaschii* was grown under H_2_-limited conditions and in coculture, *mtd* expression was significantly upregulated and *hmd* expression was significantly downregulated in coculture cells compared to that of monoculture cells. This suggests a preference for F_420_ as an electron carrier in the methanogenesis pathway under H_2_-limited conditions. 

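Normalized over all 13 libraries, mtd (MJ_RS05555) stood at 269 ± 44.5 CPM (SD, n = 3) on high H2, 931 ± 331 CPM (SD, n = 3) on low H2, 2342 ± 150 CPM (SD, n = 4) in coculture on formate and 3011 ± 171 CPM (SD, n = 3) in coculture on maltose. Against high H2 it was 8.69-fold higher on formate and 11.2-fold higher on maltose, and against low H2 2.51-fold and 3.23-fold, and mtd passed the edgeR test in all 4 comparisons (adjusted p = 6.56e-07, 1.12e-06, 0.000787 and 0.001). The hmd gene (MJ_RS04180) stood at 2823 ± 357 CPM on high H2, 2419 ± 547 CPM on low H2, 1391 ± 503 CPM on formate and 1039 ± 29.4 CPM on maltose. It fell against high H2 on both substrates (log2FC −1.02 on formate and −1.44 on maltose, adjusted p = 0.00661 and 0.00508 from edgeR) and did not pass against low H2 (log2FC −0.80 and −1.22, adjusted p = 0.0253 and 0.0162). From the higher mtd and lower hmd expression, the paper proposes that M. jannaschii favors F420 as the electron carrier when H2 is limiting.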

The increase in cell yield in coculture was not supported by a change in the expression of genes in the carbon assimilation and methanogenesis pathways. 

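Of the 4 genes of pyruvate oxidoreductase, which makes pyruvate from acetyl-CoA and CO2, 3 fell in coculture (porD 3.62-fold, porC 3.32-fold and porA 2.27-fold). Of 9 genes of heterodisulfide reductase and the F420-nonreducing hydrogenase, 3 fell, with hdrC (MJ_RS04630) 4.03-fold lower, from 929 ± 282 CPM (SD, n = 6) to 237 ± 66.1 CPM (SD, n = 7), hdrB (MJ_RS04625) 3.84-fold lower, and vhuD 2.21-fold lower. The call of porA was lost without low-H2 replicate 38 (log2FC −0.92) and that of vhuD without high-H2 replicate 35 or 37 (log2FC −0.98 and −0.92). The other copies of hdrB (MJ_RS03960) and hdrC (MJ_RS03965) had log2FC of 0.16 and −0.11 and did not pass, and reads shared between the copies cannot be excluded. Of 7 formylmethanofuran dehydrogenase genes MJ_RS06230 fell 2.07-fold, and that call was lost without any 1 of high-H2 replicates 34, 35 and 37. With library totals 4 of 4, 7 of 9 and 7 of 7 genes of these lists were lower. Among 4 genes of the F420-reducing hydrogenase none passed with edgeR or DESeq2, with 1 higher at an unadjusted p under 0.05, and all 4 log2FC were above 0 with TMM and below 0 with library totals. As sets against other genes, heterodisulfide reductase with its hydrogenase had an adjusted p of 0.0264 by camera with a preset correlation and of 0.617 with an estimated correlation, pyruvate oxidoreductase 0.0738, formylmethanofuran dehydrogenase 0.204 and F420-reducing hydrogenase 0.312.

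**Figure D2:**
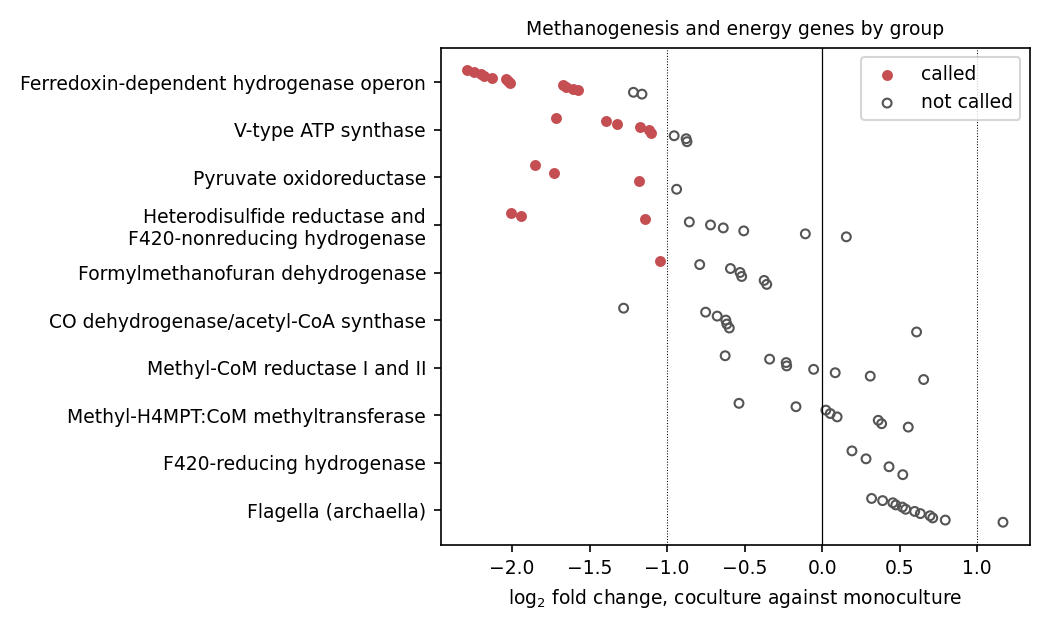
The log2FC of each gene of the pathway lists between coculture and monoculture, with TMM scaling, 1 point per gene, and points past both thresholds marked. The F420-reducing hydrogenase and flagella genes lie above 0, where with library totals all 4 of the first and 9 of 12 of the second lay below 0.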

No significant changes were detected in the expression of methyl-CoM reductase I and II and methyl-H_4_MPT:CoM methyltransferase, which catalyze the last two steps of methanogenesis (Fig. 5). 

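None of the 8 genes of methyl-CoM reductases I and II and none of the 8 genes of the methyl-H4MPT:CoM methyltransferase passed the test in coculture with edgeR or with DESeq2. At an unadjusted p under 0.05, 1 reductase gene was lower, mcrB (MJ_RS04520, log2FC −0.63, adjusted p = 0.0495 from edgeR). Of the methyltransferase genes 3 were higher and 1 was lower at that level, among them mtrA (log2FC 0.56, adjusted p = 0.0146 from edgeR) and mtrH (log2FC −0.54, adjusted p = 0.0397 from edgeR). The median log2FC was −0.14 for the reductases and 0.08 for the methyltransferase, and with library totals all 8 methyltransferase genes lay below 0 and 1 passed as lower, beside 3 reductase genes.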

Previously, changes in the relative abundances of methyl-CoM reductases I and II were observed in *M. thermoautotrophicus* with H_2_ availability and growth during syntrophy (27, 40, 42). Moreover, there was no change in expression in our study in the carbon monoxide dehydrogenase/acetyl-CoA synthase genes, which code for the enzyme that converts methyl-MPT to acetyl-CoA.

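Of the 7 listed genes of the carbon monoxide dehydrogenase/acetyl-CoA synthase none passed in coculture with edgeR or DESeq2, and 2 were lower at an unadjusted p under 0.05. The median log2FC was −0.62. The gene cooS (MJ_RS03885) had a log2FC of −1.28 (adjusted p = 0.0406 from edgeR) and cdhC one of 0.61 (adjusted p = 0.125 from edgeR). With library totals 6 of the 7 genes passed as lower, and without formate replicate 6 or low-H2 replicate 42 edgeR called 1. On formate relative to maltose cdhC had a log2FC of −1.42 and did not pass (adjusted p = 0.0104 from edgeR).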

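Normalized over all 13 libraries, the RNA-binding protein gene MJ_RS03480 stood at 171 ± 68.7 CPM (SD, n = 3) on high H2 and 88.9 ± 37.4 CPM (SD, n = 3) on low H2. In coculture it stood at 3225 ± 799.6 CPM (SD, n = 4) on formate and 2534 ± 242 CPM (SD, n = 3) on maltose. Against high H2 MJ_RS03480 rose 18.9-fold on formate and 14.8-fold on maltose, and against low H2 it rose 36.2-fold and 28.5-fold (adjusted p = 7.33e-07, 5.31e-06, 3.87e-07 and 3.6e-06 from edgeR).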

In coculture, there was up to a 22.5-fold increase in the expression of a putative RNA binding protein that is only found in methanogens and the *Thermococcales* and has been proposed to regulate cellular activity at the translation level (43). The decrease in the expression of genes in the putative membrane-bound, ferredoxin-dependent hydrogenase operon and in the membrane-bound, Na^+^-translocating V-type ATPase operon supports the kinetic observations that *M. jannaschii* is energy limited when grown in coculture. 

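Compared by condition, 14 of the 14 hydrogenase operon genes fell on formate against high H2 and 9 against low H2, with median log2FC of −2.45 and −1.51. On maltose 3 of the hydrogenase genes fell against high H2 and 0 against low H2, with median log2FC of −2.20 and −1.11. For the ATP synthase, 9 of 9 genes fell on formate against high H2 and 6 against low H2, and 3 and 0 fell on maltose, with median log2FC between −1.21 and −0.93. These counts are from edgeR alone, and where 0 genes passed, 4 of the hydrogenase and 6 of the ATP synthase genes were lower at an unadjusted p under 0.05, in the libraries with the fewest counts and the highest share of rRNA. The paper sets the lower expression of both operons beside its kinetic observations and reasons that M. jannaschii is energy limited in coculture.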

Under H_2_-limited coculture conditions, the cell must direct more of its methyl-H_4_MPT toward biosynthesis. Furthermore, there was no change in the expression of the genes for flagella. This was different from what was previously observed for *M. jannaschii* using proteomics (39) and may be due to the use of a chemostat in this study instead of a batch reactor.

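None of the 12 flagella (archaella) genes passed the test in coculture with edgeR or DESeq2, and 3 were higher at an unadjusted p under 0.05. With TMM all 12 log2FC lay between 0.32 and 1.17, with flaK at 1.17 (adjusted p = 0.0247 from edgeR) and flaJ at 0.79 (adjusted p = 0.0341 from edgeR), and with library totals 9 of the 12 lay below 0. As a set the flagella genes had an adjusted p of 0.00842 by camera with a preset correlation and of 0.707 with an estimated correlation. Without high-H2 replicate 35 edgeR called 1 flagella gene in coculture, and without high-H2 replicate 37 it called 3. Between low and high H2 in the chemostat none of them passed with edgeR or DESeq2 with all 6 libraries, 3 passed with edgeR without high-H2 replicate 34, 8 were lower at an unadjusted p under 0.05, and the median log2FC was −1.10 (adjusted p = 6.48e-06 by camera with a preset correlation and 0.728 with an estimated correlation).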

In environments such as low-H_2_ hydrothermal vents along subduction zones and some mid-ocean ridges, oil reservoirs, and high saline shale beds where organic compounds are present and H_2_ efflux rates are low, thermophilic methanogens like *M. jannaschii* likely can grow and produce CH_4_ through interspecies H_2_ transfer with hyperthermophilic H_2_-producing heterotrophs, like *T. paralvinellae*, with high cell yields and large carbon isotope fractionations, but they do so at very low rates. This likely explains the presence of thermophilic H_2_ producers and thermophilic, hydrogenotrophic methanogens in petroleum reservoirs and may be a source of CH_4_ in that habitat. In contrast, high-temperature methanogens in high-H_2_ hydrothermal vents, such as those supported by serpentinization and following volcanic eruptions (2), may subsist entirely from abiotic H_2_ with elevated cell-specific CH_4_ production rates and smaller carbon isotope fractionations. Metatranscriptomic analyses coupled with carbon isotope analyses of native CH_4_ will help to determine what fraction of methanogenesis in a high-temperature environment is due to interspecies H_2_ transfer relative to growth on abiotic H_2_. In this manner, we will be better equipped to model cooperative, competitive, and neutral interactions between different species in an environment and predict the biogeochemical outcome of a mixed community living in a habitat.

## MATERIALS AND METHODS

### Growth media and culture conditions.

Methanocaldococcus jannaschii DSM 2661 (37) and Thermococcus paralvinellae DSM 27261 (44) were purchased from the Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ). The growth medium for pure cultures of *M. jannaschii* was based on DSM medium 282 (9). For the cocultures of *M. jannaschii* and *T. paralvinellae* and monoculture of *T. paralvinellae,* the base medium was amended with 0.01% (wt vol^−1^) yeast extract (vitamin B_12_ fortified; Difco), 1 μM Na_2_WO_4_·2H_2_O, 0.26 μM (NH_4_)_2_Fe(SO_4_)_2_·6H_2_O, and 0.25 μM (NH_4_)_2_Ni(SO_4_)_2_·6H_2_O. The primary carbon and energy source added for *T. paralvinellae* was either 0.5% (wt vol^−1^) maltose (Sigma) or 0.1% (wt vol^−1^) sodium formate (Fluka). All media were pH balanced to 6.00 ± 0.05 and reduced with 0.025% (wt vol^−1^) each of cysteine-HCl and Na_2_S·9H_2_O before inoculation. To test if *M. jannaschii* can use formate or yeast extract for growth in the absence of H_2_, or if they stimulate growth in the presence of H_2_, *M. jannaschii* was incubated in monoculture on the base medium amended with 0.1% formate and 0.01% yeast extract or 0.01% yeast extract only as described above, each in serum bottles with 1 additional atm (100 kPa) of either H_2_:CO_2_ (80%:20%) or N_2_:CO_2_ (80%:20%) added to the headspace at room temperature prior to incubation.

*M. jannaschii* was grown in monoculture at 82°C and under high and low H_2_ concentrations in a chemostat to measure its growth and CH_4_ production kinetics and to generate biomass for gene expression analysis. A 2-liter bioreactor (all-in-one benchtop reactor; Ace Glass) with gas flow, temperature (±0.1°C), and pH (±0.1 unit; Eutech Instruments pH 200 Series) controls was used with 1.5 liters of growth medium. The medium was maintained at pH 6.0 ± 0.1 by the automatic addition of 0.25 mM HCl. For high-H_2_ conditions, the bioreactor was gassed with a mixture of CO_2_ (20.5 ml min^−1^) and H_2_ (132 ml min^−1^). For low-H_2_ conditions, the bioreactor was gassed with a mixture of CO_2_ (20.5 ml min^−1^), N_2_ (130 ml of gas min^−1^), and H_2_ (2.5 ml min^−1^). Pure gases were blended using a mass flow controller (Matheson Tri-Gas) and added to the bioreactor through a single submerged fritted bubbler (70 to 100 μm; Ace Glass; ASTM certified). The reactor is an open system and remains at ambient gas pressure. It was stirred at 150 to 180 rpm using a four-blade open impeller (6-cm diameter) with a glass shaft and Teflon blades. Aqueous H_2_ and CH_4_ concentrations were measured before and after inoculation by drawing 25 ml of medium from the bottom of the bioreactor directly into anoxic 60-ml serum bottles and measuring the headspace gas. H_2_ was measured using a gas chromatograph fitted with a thermal conductivity detector (Shimadzu GC-8A) and a 60/80 Carboxen 1000 column (15 feet by 1/8 inch; Supelco). CH_4_ was measured using a gas chromatograph fitted with a flame ionization detector (Shimadzu GC-17A) and a 5A 80/100 molecular sieve column (6 feet by 1/8 inch; Alltech). The aqueous H_2_ concentrations in the bioreactor prior to inoculation were 80 to 83 μM for the high-H_2_ condition and 15 to 27 μM for the low-H_2_ condition (Table 1).

The media were inoculated with 50 to 100 ml of a logarithmic-growth-phase culture of *M. jannaschii*. During growth, liquid samples were drawn from the bioreactor and cell concentrations were determined using phase-contrast light microscopy and a Petroff-Hausser counting chamber. The growth rate (*k*) was determined by plotting cell concentration against time and fitting a logarithmic curve to the growth data. *M. jannaschii* was grown in batch reactor mode until the culture reached mid-logarithmic growth phase, and then the bioreactor was switched to chemostat mode by pumping sterile growth medium into the bioreactor from a sealed 12-liter reservoir that was degassed with N_2_ through a submerged glass tube and heated to 75°C. Simultaneously and at the same rate, spent growth medium was pumped out of the bioreactor using a dual-channel peristaltic pump. The H_2_ and CH_4_ concentrations in the headspace of the bioreactor were measured using gas chromatography as described above. At high and low H_2_ concentrations, cells were grown in the reactor at low enough cell concentrations such that there was excess H_2_ in the headspace and the cells were not H_2_ limited (see Fig. S1 in the supplemental material).

Growth of *M. jannaschii* was stable in the chemostat after three volume replacements of the medium within the reactor (∼5 h for high H_2_, ∼14 h for low H_2_) and was monitored for an additional ∼0.5 volume replacements to obtain kinetic data. The CH_4_ production rate per cell (*q*) was calculated from the sum of the CH_4_ concentration in the headspace times the gas flow rate and the CH_4_ concentration in the medium times the medium dilution rate (i.e., CH_4_ production rate), which was normalized by the total cell concentration in the reactor. The cell yield per mole of CH_4_ produced (*Y*_CH4_) was calculated by dividing the cell production rate (dilution rate times cell concentration) by the CH_4_ production rate. The complete contents of the bioreactor then were drained into ice-cooled centrifuge bottles, spun in a centrifuge at 10,000 × *g* and 4°C for 60 min, resuspended in 1 ml of TRIzol (Invitrogen), and frozen at −80°C until processed. Chemostats were run in triplicate for both conditions.

*M. jannaschii* and *T. paralvinellae* were grown in coculture at 82°C in 2-liter gas-tight flasks (Pyrex bottles sealed with rubber lyophilization stoppers) containing 1.5 liters of medium with ambient pressure of N_2_:CO_2_ (80%:20%) in the headspace at room temperature without agitation and either maltose or formate as the energy source (Table 1). Separate logarithmic-growth-phase cultures of *M. jannaschii* and *T. paralvinellae* were combined to inoculate the bottles. The coculture was established immediately and did not require prior coculture transfers. At various times during growth, total cell concentration in bottles was determined using a Petroff-Hausser counting chamber and phase-contrast light microscopy. The *M. jannaschii* cell concentration was determined by counting the number of autofluorescent cells using epifluorescence microscopy and UV light excitation (45). The concentration of *T. paralvinellae* cells was calculated by subtracting the concentration of *M. jannaschii* cells from the total cell concentration. The pH change was <0.1 pH units during growth. For comparison, *T. paralvinellae* was grown separately in the same bottles and conditions in monoculture on 0.5% maltose and separately on 0.1% sodium formate, both with ambient pressure of N_2_:CO_2_ in the headspace at room temperature. Cell concentrations were measured as described above.

The growth rates (*k*) of *M. jannaschii* and *T. paralvinellae* were determined by plotting cell concentration against time and fitting a logarithmic curve to the growth data. The total amounts of CH_4_ and H_2_ in the bottles were determined by gas chromatography. The concentrations of formate, acetate, butyrate, isovalerate, and 2-methylbutyrate were measured from aliquots of syringe-filtered (0.2-μm pore size) spent medium from each coculture and *T. paralvinellae* monoculture incubation at various time points (for maltose growth only) using ultra-high-pressure liquid chromatography (UHPLC) as previously described (46). Methanogen cell yields (*Y*_CH4_) were determined from the linear slope of the number of methanogen cells per bottle plotted against the amount of CH_4_ per bottle (47). The rate of CH_4_ production per cell is calculated from *k*/(0.693 × *Y*_CH4_) as previously described (47). Similarly, *T. paralvinellae* cell yields based on acetate and formate produced and for H_2_ produced (for monoculture only) were determined from the linear slope of *T. paralvinellae* cell concentration plotted against acetate, formate, or H_2_ concentration. When the cocultures reached late logarithmic growth phase, the cells were harvested for transcriptome analysis as described above (*T. paralvinellae* cells were not harvested when grown in monoculture). Cocultures grown on maltose were grown in triplicate, while cocultures grown on formate were grown in quadruplicate.

### Carbon isotope fractionation.

At the start (*T_o_*) and end (*T_f_*) of each chemostat run, 20 ml of chemostat headspace was transferred in triplicate into evacuated vials (Labco Exetainer). *M. jannaschii* also was grown in monoculture in 245-ml serum bottles containing 100 ml of medium and 1 additional atm (100 kPa) of H_2_:CO_2_ (80%:20%) added to the headspace at room temperature prior to incubation. *M. jannaschii* was also grown in coculture with *T. paralvinellae* in 245-ml serum bottles containing 100 ml of either 0.5% maltose medium or 0.1% sodium formate medium as described above. The isotopic signatures of CH_4_ were determined using a gas chromatography-combustion-isotope ratio mass spectrometer (GC-C-IRMS; Thermo Scientific) equipped with a GS-CarbonPlot column (30 m long, 0.320-mm inner diameter, 1.50-μm film thickness; Agilent). Isotopic signatures were determined using external CH_4_ standards of known isotopic signatures (−57.40 ± 0.06‰) that were obtained from Arndt Schimmelmann (Indiana University). The error of the analysis was determined from external standards, and the standard deviation of multiple injections was 0.3‰. At *T_o_* and *T_f_* of the chemostat runs and the serum bottles, triplicate samples of dissolved inorganic carbon (DIC) were drawn from the growth medium. Each DIC sample (either 0.8 or 1.0 ml) was syringe filtered (0.2 μm pore size) and injected into prepared vials (Labco Exetainer) that had been flushed with He and contained 100 μl of phosphoric acid. Samples were analyzed by GasBench-IRMS. DIC standards were prepared in concentrations from 0.5 to 7.0 mM using KHCO_3_ and Li_2_CO_3_ of known isotopic composition (−38.1‰ and −1.1‰, respectively). The error of analysis was determined from external standards, and the standard deviation of multiple injections was 0.3‰. The δ^13^C_CO2_ value was calculated from the δ^13^C_DIC_ value using the relationship of Mook et al. (48) at the temperature of the cultures (82°C).

Carbon isotopic compositions are presented as δ^13^C in the per mille notation (‰) relative to the VPDB (Vienna Pee Dee Belemnite) standard:

(1) $${\text{δ}}^{13}\text{C}=\left[\frac{R_{\text{Sample}}}{\;R_{\text{Standard}}}\right]-1\times 10^{3}\;\left(‰\right)$$

where *R*_sample_ is the ^13^C/^12^C ratio of the sample and *R*_standard_ is 0.0112372. The ε notation is used to express isotope fractionation factors in per mille (‰):

(2) $${\text{ε}}_{\mathrm{CO}2-\mathrm{CH}4}=\left({\text{α}}_{\mathrm{CO}2-\text{CH}4}-1\right)\;\times 10^{3}\;\left(‰\right)$$

The fractionation factor, α, is defined as the ratio between the isotopic ratio in the substrate and product:

(3) $${\text{α}}_{\text{CO}2-\mathrm{CH}4}=\frac{R_{\mathrm{CO}2}}{R_{\mathrm{CH}4}}=\frac{{\text{δ}}^{13}{\text{C}}_{\mathrm{CO}2}+10^{3}}{{\text{δ}}^{13}{\text{C}}_{\mathrm{CH}4}+10^{3}}$$

where *R*_CO2_ is the ^13^C/^12^C ratio of the initial CO_2_ and *R*_CH4_ is the ^13^C/^12^C ratio of the CH_4_ produced. The propagated error of the fractionation factors was 0.4‰, except in the case of the *M. jannaschii* monoculture.

The inorganic carbon in the *M. jannaschii* monoculture serum bottles was extensively drawn down, substantially altering the ^13^C signature of the remaining reactant. The fractionation factor was therefore calculated by setting the initial CO_2_ isotopic signature equal to that in serum bottles without cells (−26.1 ± 0.8‰) and reacting it stepwise under different fractionation factors. To obtain final isotopic compositions that match the remaining CO_2_ (+18.9 and +15.5‰) and the final accumulated product, CH_4_ (−32.9‰ and −34.2‰), fractionation factors of 22.1 ± 1.3‰ and 23.0 ± 1.3‰ were required in the two different experiments.

### RNA-Seq analysis.

Total RNA was extracted from 13 cell pellets from each growth condition (Table 1) using a Direct-zol RNA extraction kit (Zymo). RNA quantity was determined using Qubit fluorometry. RNA integrity was checked using an Agilent 2100 bioanalyzer, a NanoDrop 2000 spectrophotometer, and gel electrophoresis of the RNA, followed by staining with ethidium bromide. Removal of rRNA, library construction, multiplexing, and sequencing of the mRNA using an Illumina HiSeq2500 sequencer with two 150-bp paired ends was performed commercially by GENEWIZ, LLC (South Plainfield, NJ, USA), as described by the company. Sequencing depths ranged from 30,751,946 to 41,634,527 sequence reads per sample, with a median of 34,532,231 and a mean of 35,155,474 reads per sample. The RNA-Seq reads were mapped to both *M. jannaschii* and *T. paralvinellae* genomes using BBSplit from the BBMap package (https://sourceforge.net/projects/bbmap/). BBSplit is an aligner tool that bins sequencing reads by mapping them to multiple references simultaneously and separates the reads that map to multiple references to a special “ambiguous” file for each of them. For further analyses, we removed all ambiguously mapped reads to both genomes and worked with only the reads that unambiguously map to the *M. jannaschii* genome. Two to 5% of the reads were lost in this step.

The mapped reads for *M. jannaschii* were aligned to the *M. jannaschii* genome and sorted using the STAR aligner, version 2.5.1b (49). Aligned sequence reads were assigned to genomic features and quantified using the featureCounts read summarization tool (50). The output of the analyses generated BAM files containing the sequence of every mapped read and its mapped location. An unsupervised *t*-SNE algorithm (51) and PCA were used to predict outliers among the total RNA sample replicates.

Genes that were differentially expressed were identified using DESeq2 in the Bioconductor software framework (https://www.bioconductor.org) in R (version 3.3 [http://www.r-project.org]) and on a Galaxy platform using DEBrowser (52–55). Relative log expression normalization was performed by using the R package DESeq2. The DESeq2 package allows for sequencing depth normalization between samples, estimates gene-wise dispersion across all samples, fits a negative binomial generalized linear model, and applies Wald statistics to each gene. The genes were reported as differentially regulated if the |log_2_FC| value was >1 and the adjusted *P* value was <0.01. Heatmaps were plotted in R (version 3.3 [http://www.r-project.org]) using the pheatmap package. The heatmap color scale represents the z-score, which is the number of standard deviations the mean score of the treatment is from the mean score of the entire population.

### Data availability.

The count files and raw sequences are available in the NCBI Gene Expression Omnibus (GEO) database under accession no. GSE112986.

## Supplementary Material

Supplemental file 1

How the deposited data were processed for this re-analysis (not part of the article)

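RNA of M. jannaschii was measured in 13 libraries, 3 from chemostat monocultures on high H2, 3 from chemostat monocultures on low H2, 3 from cocultures with T. paralvinellae on maltose and 4 from such cocultures on formate. By the paper's methods, RNA was extracted with a Direct-zol kit, and GENEWIZ removed rRNA, made the libraries and sequenced them. By the processing notes and the paper, bases were called with CASAVA, reads were divided between the genomes with BBSplit, ambiguous reads were dropped, and the rest were aligned with STAR 2.5.1b, counted per gene with featureCounts and compared with DESeq2 in R 3.3. The strand setting of the counting and the genome build and annotation release are not given in the sources used here. The sample labels state that replicates are biological and that technical replicates were pooled, and no culture number is shared between groups.

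The values used here are raw counts for 1865 genes in 1 column per library, whole numbers throughout, and none of the columns was without a library. The authors' deposited tables for both of their comparisons hold signal values of their called genes alone, which are the authors' counts divided by 1 size factor per library as deposited, and they were used to count shared calls and to add the genes of the smaller table to those named. Of the genes, 1806 were matched to the reference gene table by locus tag, 4 by symbol and 55 not at all, and 1533 of the matched genes have the same start and end there. The row of the 5S rRNA gene sums 2 loci. On the extrachromosomal elements lie 69 genes.

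Counts per library have medians of 20995355 on high H2, 19818452 on low H2, 5497060 in coculture on formate and 211388 in coculture on maltose. Outside rRNA genes the maltose libraries have a median of 48775 counts. A change of given size was therefore harder to detect in the maltose libraries. Counts of reads without molecular identifiers are not independent molecules, so limits from counts cover counting error only.

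Genes were compared between low and high H2 over the 6 monoculture libraries, between coculture and monoculture over all 13 libraries in 2 groups, and between formate and maltose over the 7 coculture libraries. Each comparison used edgeR 4.0.16 in R 4.3.3 with TMM factors, the filterByExpr filter by group, the quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested, with a gene called at an adjusted p under 0.01 and an absolute log2FC over 1. Standard errors were derived from the log2FC and the F statistic. Gene lists with at least 3 measured members were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and again with the correlation estimated, over 30 lists in each comparison. The ATP synthase and hydrogenase operon lists of the paper, the rRNA and tRNA genes and the genes of the extrachromosomal elements were fixed before the data were examined, as were the comparisons, the thresholds and the alternatives, except where stated. Further lists planned by product name could not be run, since the reference gene table holds no product names. In their place, lists by locus tag and symbol were written after the count table and the authors' smaller table of called genes had been opened and before any comparison was run.

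The genes named in the text are those the paper names by locus tag, whose values in the paper had been seen, the called genes of the low-H2 comparison, the 8 highest and 8 lowest called genes without overlap in the coculture comparison, the called genes between formate and maltose, and up to 4 called members of each list described. Genes of the authors' table for low H2 that the paper does not name by tag, and members of lists that did not pass the test, were added after their values were seen.

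The alternatives were the DESeq2 1.42.0 Wald test, DESeq2's size factors in edgeR, library totals without TMM, no filter beyond 1 count in any library, at least 10 counts in every library, an adjusted p under 0.05 with and without the fold limit, glmTreat against the fold limit, removal of rRNA and tRNA genes, thinning to the smallest library, fits of all 13 libraries in 4 groups, unions and intersections of the 4 pairwise comparisons, single conditions in place of the merged groups, and each library left out in turn. DESeq2 with shrunken fold changes, and DESeq2 on low against high H2 with each library left out, were added after the results were seen. No term for vessel, medium or harvest phase could be fitted, since each goes with coculture. The edgeR steps were tested on simulated data with the real libraries' means and spread. Of genes changed 2-fold and 4-fold, they recovered 35% and 97% in the low-H2 comparison, 44% and 99% in the coculture comparison and 9% and 70% between formate and maltose, with 0, 1 and 0 false calls. The simulated 2-fold change equals the fold limit, so a gene found under 2-fold was not called however small its p. The median folds found for these genes were 1.96, 1.98 and 1.93. The 2-fold shares are therefore held down by the limit and do not measure power alone. Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the exact tests, tables and figures. Growth, isotope and cell count data were not analysed here.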

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

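Tests chosen only after the results were seen were those of a wrong label on replicate 34 and of partner reads in MJ_RS03480, and the choice of which patterns to weigh was made then too.

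The first pattern concerns high-H2 replicate 34, without which edgeR called 60 genes between low and high H2 in place of 3. Unequal rRNA and tRNA counts, the first explanation, are argued against as a direct source, but not as a sign of library preparation that changed other genes. With those genes removed, leaving out replicate 34 still gave 56 calls against 3 with all 6 libraries. A low-H2 culture under a wrong label may account for it, because over the 60 genes replicate 34 lay at a median place of 0.794 (quartiles 0.654 and 0.951) on a scale from 0 at the other high-H2 libraries to 1 at the low-H2 mean, while each other library, placed from 0 at the rest of its own group to 1 at the opposite group over as many genes chosen without it, lay at −0.16 and −0.07 for high-H2 replicates 35 and 37 and at 0.47, 0.45 and −0.06 for low-H2 replicates 38, 40 and 42. The mtd level of replicate 34 lay with the high-H2 group, at 319.8 CPM near 410 and 427 CPM in the other high-H2 libraries and under 853, 1398 and 1812 CPM in the low-H2 ones. But mtd is 1 gene, which the paper reported from these same libraries as labelled, so its level cannot decide the label. The paper's Table 1 gives H2 and isotope values that part the chemostat runs by condition but does not link the runs to these library numbers. Replicates 35 and 37 were also alike, with a chi-square of 63.4 per degree of freedom against 547 and 512 between them and replicate 34. Over all 13 libraries their TMM factors were 1.03 and 0.96, against 1.95 in replicate 34 and 1.53 to 1.84 on low H2. The 60 genes were picked with replicate 34 left out, so a library unlike replicates 35 and 37 for any reason could lie towards 1. The place therefore cannot tell a wrong label from a difference between cultures or in library preparation. Such a difference stays open and was not tested, and the label was left as given.

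The second pattern is that 0 of the 14 hydrogenase operon genes passed by edgeR with the maltose cocultures alone, where 8 were lower at an unadjusted p under 0.05, while 12 passed with the formate cocultures alone. The depth of the maltose libraries is a candidate explanation, since formate libraries thinned to 48775 counts outside rRNA, 3 at a time, gave at most 1 call of these 14 hydrogenase genes where unthinned sets of 3 gave 7 to 10. The median log2FC of the 14 genes stayed between −2.27 and −1.75 in the thinned sets and was −1.77 for the maltose cocultures. Whether substrate also changed the operon was tested directly between formate and maltose, where edgeR and DESeq2 called 0 of its genes, with 0 at an unadjusted p under 0.05 and a median log2FC of −0.25 that was 0.58 with library totals. A biological difference between the substrates therefore stays open for changes smaller than this depth can show.

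The third pattern is the set of genes higher in coculture, MJ_RS03480 foremost, for which reads of T. paralvinellae counted for M. jannaschii genes are an explanation to weigh. The partner had far more reads per M. jannaschii read on maltose than on formate, so such genes would be lower on formate. Over the 146 genes called higher, rRNA and tRNA genes left out, the median log2FC of formate against maltose was 0.166 (quartiles −0.26 and 0.66), with 1 gene under −2. This argues against partner reads as the common source for the genes that were called. The call pooled both substrates, which favors genes alike on both, so genes that failed it are not covered. The rRNA and tRNA genes left out had medians of −1.16 and −1.28 with TMM. For MJ_RS03480 the log2FC was 0.339 (SE 0.23, adjusted p = 0.517 from edgeR), which argues against partner reads for this gene too. Vessel, medium, harvest phase and the presence of the partner stay open, since the design does not separate them, and no biological explanation was tested.

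Library measures and levels of named genes, 83 in all, were each examined over the same 4 formate libraries. By Dixon's test 1 library lay far from the other 3 in 6 of the 83 cases, which is near the 5% that chance gives. The 83 share the same libraries and are not independent. Formate replicate 6 had 68.3% of its counts in rRNA genes and 425 CPM of pstS (MJ_RS05455). Formate replicate 7 had 457 CPM of the ATP synthase gene MJ_RS01130 and 1.28 CPM of MJ_RS07245. Formate replicate 4 had 10.6 CPM of MJ_RS02785 and 21.5 CPM of MJ_RS02795, both in the hydrogenase operon.

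Between formate and maltose, a comparison the paper does not report, edgeR called 2 genes, fsr (MJ_RS04660) with a log2FC of −1.82 and MJ_RS08255 with one of −1.69. The count was 0 without any 1 of maltose replicates 1, 2 and 3 and formate replicates 7 and 8, 3 without formate replicate 4 and 23 without formate replicate 6, and neither gene passed with library totals.

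Among called genes whose coculture and monoculture libraries did not overlap, rRNA and tRNA genes left out, those with the largest changes that the paper does not name were, higher in coculture, MJ_RS06850 with a log2FC of 3.13, MJ_RS09330 with 3.07, MJ_RS06455 with 2.74, MJ_RS00235 with 2.51, MJ_RS06845 with 2.42 and MJ_RS07780 with 2.23. Those lower were MJ_RS08725 with −3.05, MJ_RS03100 with −2.98, wtpA (MJ_RS06330) with −2.65, MJ_RS03095 with −2.60, MJ_RS07245 with −2.57, MJ_RS08085 with −2.20 and MJ_RS06520 with −2.06. MJ_RS07245, MJ_RS08085 and MJ_RS06520 had 0 counts in all maltose libraries, which allows 10.4 to 15.6 CPM of all counts per library for counting error only, above their monoculture means of 4.94, 9.06 and 3.86 CPM, so that the maltose libraries cannot show a fall of these genes. With the formate cocultures alone their log2FC were −2.55, −2.17 and −2.04, and the call of MJ_RS08085 was lost there (adjusted p = 0.0129 from edgeR) and without formate replicate 6 (adjusted p = 0.0122 from edgeR).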

How the results depend on the processing

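DESeq2 with shrunken fold changes and DESeq2 with single libraries left out were chosen only after the results were seen. In the coculture comparison, DESeq2 kept 71 of the 72 named genes that edgeR called, DESeq2's size factors 71, library totals 64, the formate cocultures alone 64, high H2 alone 68, low H2 alone 60, 4 groups 55, glmTreat 20 and the intersection of the 4 pairwise comparisons 11, and the 2 that turned direction did so with the maltose cocultures alone, where 16 were kept. For the values below the cause was not tested, except where fewer genes or libraries are named. No paired analysis was possible because no culture number is shared between groups. Depth limits the maltose libraries, and thinning all libraries to the smallest one left 835 genes to test between coculture and monoculture.

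Between low and high H2 the count of 3 genes became 12 with DESeq2, 1 with library totals, 0 with glmTreat, which left 19 genes at an unadjusted p under 0.05, 8 with all 13 libraries in 4 groups, and 12 with DESeq2's shrunken fold changes. Without single libraries edgeR called 0 to 60 genes, with 60 without high-H2 replicate 34 and 0 without any of the others, and DESeq2 called 141 without replicate 34, 5 without 35, 5 without 37, 17 without 38, 11 without 40 and 7 without 42. The log2FC of mtd (MJ_RS05555) passed with DESeq2 at 1.79, with library totals at 2.18, in 4 groups at 1.79, with shrunken fold changes at 1.50, and with DESeq2 without 34, 35, 37, 38, 40 and 42 at 1.66, 1.85, 1.87, 1.77, 1.52 and 2.03, while edgeR without single libraries gave 1.54 to 2.06 and no call. That of hmd (MJ_RS04180) turned to 0.078 with library totals and lay between −0.40 and −0.11 without single libraries, and that of hmdX (MJ_RS03820) between −1.01 and −0.66.

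Between coculture and monoculture the 337 genes became 778 with library totals, 76 with at least 10 counts in every library (409 genes tested), 918 at an adjusted p under 0.05 without a fold limit, 45 with glmTreat, 152 after thinning, 571 in the union and 45 in the intersection of the 4 pairwise comparisons, and 88 with the maltose cocultures alone, and 308 to 347 without single libraries. Of the ATP synthase genes 0 were lower with glmTreat, in the intersection and with maltose alone, and 5 to 8 without single libraries. Of the hydrogenase genes 0 were lower with at least 10 counts in every library, where none was left to test, 2 with glmTreat, 0 in the intersection and 0 with maltose alone, and 12 to 14 without single libraries. The mtd call was lost with library totals (1.06) and glmTreat (2.13), with 1.94 to 2.47 without single libraries. The hmd call was lost with glmTreat (−1.08), in the intersection (−1.12), with formate alone (−0.93) and against low H2 alone (−0.98), with −1.26 to −1.03 without single libraries. The hmdX difference passed with DESeq2 (−1.05), its size factors (−1.01), library totals (−1.78), no fold limit (−0.97), 4 groups (−1.69), the union (−1.69) and against high H2 alone (−1.34), with −1.09 to −0.79 without single libraries. That of MJ_RS03480 lay between 4.33 and 4.72 without single libraries. Direction turned for mcrA MJ_RS04540 with library totals (−0.60), for mcrA MJ_RS00415 against low H2 alone (0.18) and without maltose replicate 3 (0.0081), high-H2 replicate 35 (0.0090) and high-H2 replicate 37 (0.065), with −0.14 the lowest without single libraries, and with the maltose cocultures alone for MJ_RS03340 (−0.42) and MJ_RS09240 (−0.33).

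Between formate and maltose the 2 genes became 33 with DESeq2 (1 higher and 32 lower on formate), 296 with library totals (294 higher and 2 lower, neither of the main 2 among them), 18 at an adjusted p under 0.05 with or without the fold limit, 0 with glmTreat, 1 in 4 groups, 29 with shrunken fold changes and 0 to 23 without single libraries. Of the list tests in the 3 comparisons, 19 had an adjusted p under 0.05 by camera with the preset correlation. All 19 were lost with the estimated correlation, where the lowest adjusted p by camera was 0.341, for the extrachromosomal elements between formate and maltose.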

Differences from the paper's values

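For growth on low relative to high H2, the paper's values are 12 differentially expressed genes, 11 upregulated and 1 downregulated, and edgeR at the paper's thresholds gave 3, 3 and 0, with 282 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the DESeq2 Wald test, the tool the paper's methods name, gave 12, 11 and 1, and these were the genes of the authors' deposited table. The fit of all 13 libraries in 4 groups gave 8, 8 and 0, within the limit of 1.5 times for the total and the upregulated genes and not for the downregulated gene. The other alternatives set before the data were examined differ from all 3 of the paper's values, with 3 genes for DESeq2's size factors, no filter, at least 10 counts in every library, an adjusted p under 0.05 with and without the fold limit, removal of rRNA and tRNA genes and thinning, 1 gene for library totals, 0 for glmTreat, 60 without high-H2 replicate 34 and 0 without each other library. DESeq2 with shrunken fold changes, chosen after seeing the values, gave 12, 11 and 1 and dropped 0 of the paper's 12 genes. DESeq2 without low-H2 replicate 38, also chosen after seeing the values, gave 17 genes, 11 of them higher, and called 11 of the paper's 12, and without low-H2 replicate 40 it gave 11 genes and called 8 of them.

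The paper calls mtd upregulated on low H2, and edgeR gave it a log2FC of 1.81 without a call. It was called with DESeq2, with library totals and with the 13-library fit, and with DESeq2 under each setting chosen after seeing the values. The paper likewise names MJ_RS03980, MJ_RS04390, MJ_RS06225 and MJ_RS04990, which DESeq2 called and edgeR did not. MJ_RS04390 and MJ_RS06225 were also called with the 13-library fit and by edgeR without high-H2 replicate 34, and with DESeq2 under some of the settings chosen after seeing the values all of them were called. The paper names MJ_RS01180 as the upregulated GTP binding protein gene, and it was called only with DESeq2 without low-H2 replicate 38, chosen after seeing the values. The reference names MJ_RS01180 nucS, and the authors' deposited table does not hold it. That table holds engB (MJ_RS01685) in its place, with a log2FC here of 1.73 (adjusted p = 0.09 from edgeR).

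In coculture the paper reports hmdX as downregulated with a fold that differs from the one here, 1.96, by less than the limit used, and edgeR did not call it. It was called with DESeq2, DESeq2's size factors, library totals, no fold limit, 4 groups, the union of the pairwise comparisons, against high H2 alone, and without formate replicate 6 or any of low-H2 replicates 38, 40 and 42. The paper counts all 14 hydrogenase operon genes as downregulated, where edgeR called 12 and not MJ_RS02730 and MJ_RS02745. All 14 were called with DESeq2, library totals, an adjusted p under 0.05 with or without the fold limit, the union of the pairwise comparisons, against high H2 alone and without low-H2 replicate 42, and both genes with DESeq2's shrunken fold changes, chosen after seeing the values, and MJ_RS02730 also after thinning. The paper's value of 1866 transcripts stands beside 1865 genes in the count table.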

Other observations

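Which gene groups to describe here was chosen after the results were seen, as was the order in which they are given. Between formate and maltose as substrates of the partner, fsr (MJ_RS04660), an F420-dependent sulfite reductase gene, stood at 30.0 ± 5.68 CPM (SD, n = 4) on formate and 107.9 ± 25.1 CPM (SD, n = 3) on maltose, a 3.53-fold fall on formate (adjusted p = 0.00933 from edgeR), and MJ_RS08255 fell 3.22-fold (adjusted p = 0.00933 from edgeR). Both calls were lost without any 1 of maltose replicates 1, 2 and 3 and formate replicates 7 and 8 (adjusted p of 0.0136 to 0.156 from edgeR) and with library totals (log2FC −0.97 for fsr and −0.84 for MJ_RS08255). With DESeq2 1 gene was higher and 32 were lower on formate. Within edgeR, TMM gave 0 higher and 2 lower and DESeq2's size factors 0 and 3. Library totals, which include the rRNA counts, gave 294 higher and 2 lower, so that the split by direction in edgeR depended on the scaling. The neighbor MJ_RS08250 had a log2FC of −1.58 (adjusted p = 0.0356 from edgeR) and MJ_RS00425 one of 2.78 (adjusted p = 0.0196 from edgeR), and neither passed. Of the carbon monoxide dehydrogenase/acetyl-CoA synthase list 0 genes passed with edgeR (2 without formate replicate 6) and 2 were lower with DESeq2, with 5 lower at an unadjusted p under 0.05 and a median log2FC of −0.87 (adjusted p = 0.00266 by camera with a preset correlation and 0.669 with an estimated correlation). With library totals the median of that list was −0.04, with 3 genes above 0 and 4 below and 0 called. The rRNA genes, with 0 calls by edgeR (4 without formate replicate 6), 3 lower by DESeq2 and 5 lower at an unadjusted p under 0.05, had a median log2FC of −1.16, which was −0.33 with 0 called with library totals (adjusted p = 4.42e-05 with TMM by camera with a preset correlation and 0.669 with an estimated correlation).

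The genes MJ_RS06835 to MJ_RS06850 lie side by side. Normalized over all 13 libraries, MJ_RS06840 stood at 31.8 ± 5.96 CPM on high H2, 103 ± 10.5 on low H2, 146 ± 11.2 on formate and 169 ± 41.1 on maltose, and MJ_RS06835 at 36.5 ± 3.01, 103 ± 10.3, 145 ± 20.2 and 105 ± 34.1. On the opposite strand, MJ_RS06845 stood at 17.6 ± 5.15, 49.1 ± 11.7, 179 ± 38.2 and 178 ± 17.1 CPM and MJ_RS06850 at 226 ± 63.3, 453 ± 118, 2628 ± 341 and 3453 ± 162. The pairs begin 193 bases apart. On low H2 MJ_RS06845 had a log2FC of 1.50 (adjusted p = 0.0702 from edgeR) and did not pass.

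In coculture against monoculture, 2 of 39 ribosomal protein genes fell and none rose, with a median log2FC of −0.54 (adjusted p = 0.000816 by camera with a preset correlation and 0.617 with an estimated correlation). At an adjusted p under 0.05 from edgeR without the fold limit, 24 of the 39 were lower and 1 was higher. By that limit 8 of 15 aminoacyl-tRNA synthetase genes were lower and 0 higher, and of all 1848 genes tested 481 were lower and 437 higher. Of 15 aminoacyl-tRNA synthetase genes 2 fell (1 without high-H2 replicate 37), with pheT 3.54-fold lower (list adjusted p = 0.00763 by camera with a preset correlation and 0.617 with an estimated correlation). Of 9 RNA polymerase genes 0 passed with edgeR or DESeq2 and 4 were higher at an unadjusted p under 0.05, with 6 of the 9 above 0 with TMM and all 9 below 0 with library totals. Of 42 amino acid biosynthesis genes 1 rose and 5 fell. With library totals 29 of the ribosomal protein genes, 11 of the synthetase genes, 2 of the RNA polymerase genes and 19 of the amino acid biosynthesis genes were lower and none was higher. Of 5 chaperone genes the small heat shock protein gene MJ_RS01510 rose 2.09-fold and both pfdA genes fell, but these calls lay near the fold limit. That of MJ_RS01510 was lost without high-H2 replicate 34 or low-H2 replicate 38 or 42 (lowest log2FC 0.97) and with library totals (0.22), that of pfdA MJ_RS05135 without maltose replicate 3 or high-H2 replicate 35 or 37 (log2FC −0.95 at the least change), and that of pfdA MJ_RS03420 without formate replicate 4, 7 or 8 or low-H2 replicate 40 or 42 (−0.74 at the least change), so that 1 to 3 chaperone genes were called when single libraries were left out. The rRNA genes, whose reads can be shared with the partner's, had 4 of 5 higher with TMM and 0 higher and 1 lower with library totals, and tRNA genes had 7 of 30 higher and 1 lower. Of 68 genes of the extrachromosomal elements 11 were higher and 0 lower with TMM, where library totals gave 1 higher and 11 lower. Between low and high H2 the extrachromosomal genes had 0 calls by edgeR and DESeq2, with 15 higher at an unadjusted p under 0.05 and a median log2FC of 0.32 (adjusted p = 9.29e-06 by camera with a preset correlation and 0.728 with an estimated correlation).

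Other divisions of the same libraries into groups of the same sizes were compared as well. For coculture against monoculture the real split gave 337 genes and the others of 100 drawn at most 6, so that 1 split reached the real count. This argues against an arbitrary division of the libraries as the source of a count this large. The other splits mix coculture and monoculture libraries, which widens the spread within their groups and lowers their counts. Any real count above 6 would have given the same share, so the test does not cover single genes. For formate against maltose only the real split of 35 reached the count of 2, and the others gave 0. This is the smallest share that 35 splits allow, and any count above 0 would have given it. The test therefore does not exclude chance for these 2 genes, whose count was 0 without any 1 of 5 of the 7 libraries. For low against high H2 the 10 splits are too few, with 3 genes in the real split and at most 0 in the others.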
